A study of Mus musculus with 8 samples. Its data were reported in "Nutrient restriction synergizes with retinoic acid to induce mammalian meiotic initiation in vitro" (2021).

How the data were processed

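The samples were primary cultures of mouse spermatogonia (SSC culture), grown on a layer of mouse embryonic fibroblasts that served as feeder cells. Per the labels, the cultures were Stra8KO or Spo11KO and received vehicle (Veh) or NRRA, which is nutrient-restricted medium combined with retinoic acid. Each of the 4 groups had 2 libraries, 8 in all. The libraries were strand-selected poly(A) mRNA libraries, sequenced on an Illumina NovaSeq. Wild-type cultures were not analysed here.

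The authors deposited a single table of raw read counts per Ensembl gene, with 1 column per library. The values are whole numbers that were not normalized, and the replicates were not pooled. Reads were mapped with STAR, according to the study's list of software. No statement was found of the counting tool, the genome build, the annotation release or the treatment of reads that match several places. Reads of near-identical paralogs or of overlapping genes may therefore have been split, shared or dropped, and levels of such genes are uncertain. The table held 55421 genes, of which 39921 had a count in at least 1 library. No row lacked a gene. Of the gene identifiers, 55240 (99.67%) were in GENCODE release M21 (assembly GRCm38), from which coordinates, exon length and GC content were taken by identifier. These coordinates were not part of the deposited counts. A total of 113 symbols belonged to more than 1 identifier, and the identifier with more counts was used for the gene lists.

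Library totals ranged from 20960794 to 27038868 counts. A gene with at most 3 counts in every library of a group was treated as being at the floor, and a fold change against such a group was given as a bound against 3 counts. Such bounds cover counting error only, because the reads carry no molecular identifiers that were used here. The chi-square per gene between the 2 libraries of a group was 1.86 in Stra8KO Veh, 2.57 in Stra8KO NRRA, 4.12 in Spo11KO Veh and 2.71 in Spo11KO NRRA, over genes with at least 20 counts in the pair. The medians of 0.741, 0.829, 0.974 and 0.895 lay above the 0.455 of pure sampling noise, which argues against repeated sequencing of the same library. They do not tell separate cultures from separate preparations of the same culture. The libraries were counted as separate samples. The study describes its sequencing replicates as independent and biological, with other mice, tissues or cells in each replicate of an experiment. Neither this nor the labels say whether the libraries of a group came from separately derived cultures.

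The counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which left 20588 genes holding 99.88% of all counts. Libraries were scaled by TMM, and 1 group-means model was fitted to all 8 libraries with robust quasi-likelihood dispersions. The 5 contrasts were tested with the quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjustment over the tested genes. These were NRRA against Veh in each genotype, Stra8KO against Spo11KO in each medium, and the interaction, which is the NRRA effect in Stra8KO minus that in Spo11KO. A gene was called at an adjusted p under 0.05. Standard errors were the absolute log2 fold change divided by the square root of the F statistic. The study's own methods name DESeq2, which was run as an alternative with DESeq2 1.42.0. Levels are CPM, the count of a gene per 1e+06 counts of its library after TMM scaling, given as mean ± SD.

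Gene lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01. The median fitted log2 fold change of the list's tested genes was the effect size. Its spread was the SD of the median over all choices of 1 library per group. The 15 set tests were adjusted together. The lists were early meiosis genes, genes named by the study as dependent on STRA8, undifferentiated markers, transcription factor genes raised by nutrient restriction, and retinoic acid response genes. Lists of markers of fibroblasts and macrophages, sex-linked genes, amino acid response genes and interferon-stimulated genes served the closing observations. These lists, the contrasts, the alternatives and the naming rule were fixed before the data were examined. A list of pan-germ genes was chosen afterwards. Stra8 and Spo11 were left out of all list tests. The early meiosis list held 9 of the 11 genes named as dependent on STRA8, 2 of the 9 retinoic acid response genes and 1 of the 8 pan-germ genes.

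The text names Stra8, Spo11, genes of the lists, and for each contrast the 3 largest rises and the 3 largest falls. These were drawn from called genes with an average log2 CPM of at least 1 and a symbol that is not a predicted-gene or clone name. For contrasts of 2 groups, the libraries of the groups also must not overlap.

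The alternatives were DESeq2 size factors, total counts without further scaling, no filter beyond 1 count, an average of at least 10 counts, the DESeq2 Wald test, the legacy quasi-likelihood method, only the 4 libraries of a comparison, a replicate block, stricter thresholds, fry, camera with an estimated correlation, and leaving out each library in turn. A correction for GC content and exon length, by lowess trends with a span of 0.3 entered as offsets, was chosen after seeing the data. It covered 20558 of the 20588 tested genes. The scripts were tested on simulated counts of 19970 genes with 200 changed genes. The fit called 169 of these (84.5%) and 10 unchanged genes for NRRA in Stra8KO, and 150 (75%) with 9 unchanged genes for the interaction. The simulated changes were balanced between rises and falls and confined to Stra8KO NRRA. The real contrasts called far more genes, so these rates do not cover such broad shifts or the choice of scaling. Tables and figures were made with Python 3.11.15 and matplotlib 3.10.9.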

Results

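Expression was measured by poly(A) RNA-seq in 8 libraries from SSC cultures, 2 for each combination of genotype (Stra8KO or Spo11KO) and medium (Veh or NRRA). Stra8 encodes a factor that acts downstream of retinoic acid at the start of meiosis, and Spo11 encodes the enzyme that makes meiotic DNA double-strand breaks. Total counts were 23701569 and 20960794 in Stra8KO Veh, 21989961 and 22905862 in Stra8KO NRRA, 23108168 and 22570586 in Spo11KO Veh, and 23639173 and 27038868 in Spo11KO NRRA. The 10 largest genes of a library held between 4.48% and 5.99% of its counts. The libraries of a group lay close together, with Spearman correlations of 0.994 to 0.995 across genes and a common biological coefficient of variation of 3.39%. The first principal component held 41.7% of the variance and the second 37.8%.

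The targeted genes were examined first. Stra8 (ENSMUSG00000029848, chromosome 6, 34920163 to 34939344, plus strand, GRCm38, protein coding) had 2 and 0 counts in Stra8KO Veh, and 169 and 170 counts in Stra8KO NRRA. It had 28 and 12 counts in Spo11KO Veh, and 12604 and 16191 counts in Spo11KO NRRA. Its level after NRRA was 8.0 ± 0.219 CPM (SD, n = 2) in Stra8KO and 519 ± 46.7 CPM (SD, n = 2) in Spo11KO, so that Stra8KO reached 1.54% of the other genotype. Within Stra8KO, the gene was still at least 53-fold higher after NRRA than the floor of the Veh libraries. Gene counts do not show which exons these reads came from.

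Spo11 (ENSMUSG00000005883, chromosome 2, 172977700 to 172993576, plus strand, GRCm38, protein coding) was not lower in the libraries labelled Spo11KO. It had 32, 31, 68 and 66 counts in the Stra8KO libraries (Veh, then NRRA) and 72, 75, 148 and 127 counts in those labelled Spo11KO. The levels were 1.5 ± 0.0918 and 3.16 ± 0.167 CPM (SD, n = 2) in Stra8KO Veh and NRRA. They were 3.15 ± 0.164 and 5.02 ± 0.974 CPM (SD, n = 2) in the libraries labelled Spo11KO. Gene-level counts thus did not check the Spo11KO label, and these samples are called libraries or cultures labelled Spo11KO from here on. The study has other evidence on its Spo11-deficient cultures. By staining, it saw no DMC1 foci in them after NRRA, and no thread-like overlap of SYCP1 with SYCP3. That evidence comes from stained cells and not from these libraries. Spo11 rose under NRRA by 1.08 (log2, SE 0.256) in Stra8KO and by 0.66 (log2, SE 0.178) in the cultures labelled Spo11KO. The rises did not differ detectably (interaction 0.42, edgeR quasi-likelihood adjusted p 0.388). Without NRRA replicate 2 labelled Spo11KO the interaction was 0.15.

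**Figure D1:**
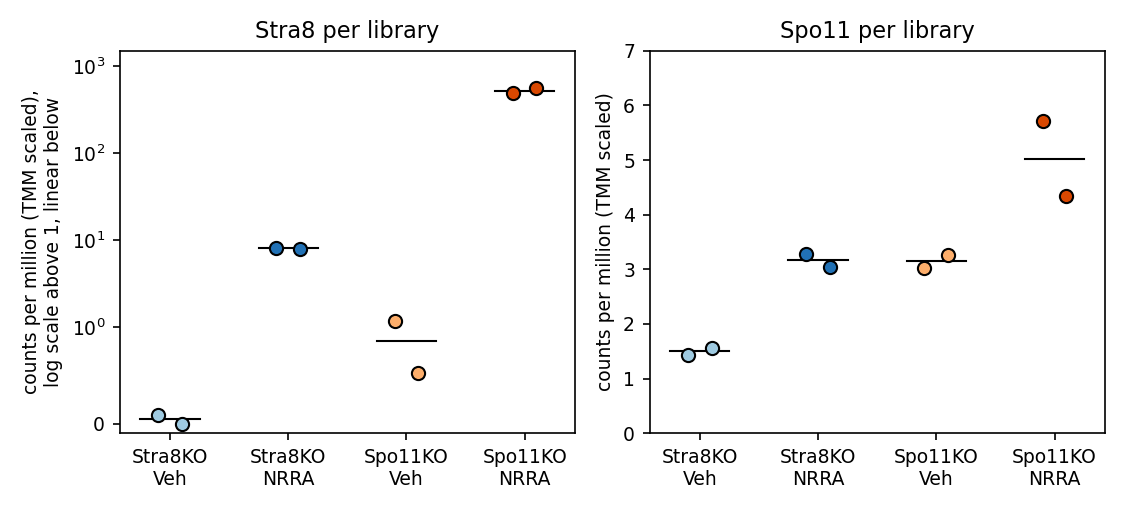
Levels of Stra8 (left, log scale above 1 CPM) and Spo11 (right, linear scale) in CPM, with 1 point per library and a line at the mean of each group of 2. Stra8 after NRRA averaged 8.0 CPM in Stra8KO and 519 CPM in the libraries labelled Spo11KO, while Spo11 was not lower in the latter.

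To see what NRRA changed in the cultures labelled Stra8KO, where some Stra8 transcript remained, Stra8KO NRRA was compared with Stra8KO Veh. Of 20588 tested genes, 8548 (41.5%) were called, 4410 higher and 4138 lower, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Requiring a fold change of at least 2 as well moved this count most, to 2175 genes, 1432 higher and 743 lower. Which direction held more calls depended on the processing. Total counts gave 4377 higher and 4176 lower. Size factors gave 4076 and 4619, and the GC and length correction 3999 and 5118. Sprr3 (chromosome 3) was at the floor in Veh and at least 116-fold higher after NRRA, at 17.5 ± 0.982 CPM (SD, n = 2). Ogn (chromosome 13, 49608046 to 49624501) rose by 7.56 (log2, SE 0.0888, edgeR adjusted p 2.16e-42). The largest falls were those of Lce1g (log2 -4.84), Sox7 (-4.45) and Chrna1 (-4.39).

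The same comparison in the cultures labelled Spo11KO called 10346 genes (50.3%), 5087 higher and 5259 lower. Of these, 2556 changed at least 2-fold, 1419 higher and 1137 lower. Stra8 rose most, by 9.24 (log2, SE 0.123, edgeR adjusted p 5.1e-23). Ogn rose by 7.23 (log2), and Sprr3 was at least 53.9-fold higher. Btbd17 (chromosome 11) fell to the floor and was at least 20.3-fold lower. Nefm fell by 5.71 (log2, SE 0.0712, edgeR adjusted p 2.13e-41) and Fev by 5.51 (log2). With total counts in place of TMM, the higher share of the calls went from 49.2% to 61.8%.

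The NRRA effects of the genotypes shared much of their direction. A total of 6127 genes were called in both, 5502 of them (89.8%) in the same direction and 625 in opposite directions. Among genes called with a fold change above 2, 724 rose in both genotypes, of 1432 in Stra8KO and 1419 in the cultures labelled Spo11KO. A further 429 fell in both. Across all tested genes, the log2 fold changes had a Pearson correlation of 0.597 and a Spearman correlation of 0.523. Genes are not independent replicates, and the comparisons had no library in common.

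Baseline differences between the genotypes were sought in Veh. Stra8KO and the libraries labelled Spo11KO differed in 12791 genes (62.1%), 6476 higher and 6315 lower in Stra8KO, of which 3331 differed at least 2-fold. After NRRA, 13234 genes (64.3%) differed, 7245 higher and 5989 lower, of which 3844 differed at least 2-fold. The same direction was found for 9454 of the 10226 genes called in both media. The higher share of the calls after NRRA was 54.7% with TMM and 39.5% with total counts. Trim12a (chromosome 7, 104299894 to 104315466, minus strand) was at the floor in all 4 libraries labelled Spo11KO, and at least 28.2-fold higher in Stra8KO in Veh and 55.6-fold after NRRA. It has the close relative Trim12c nearby, so its counts are uncertain. Fam163a (2.79) and Flt3 (2.76) followed in Veh, on the log2 scale. The largest falls in Veh were those of Lhx2 (log2 -4.07) and Mgl2 (log2 -2.94), and Stra8 was at least 5.63-fold lower. After NRRA, Btbd17 was at least 46.6-fold higher and Pcdh12 was higher by 5.0 (log2), while Stra8 (log2 -6.02), Mpped1 (-3.66) and Ppp1r1b (-3.45) were lowest against the cultures labelled Spo11KO.

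**Figure D2:**
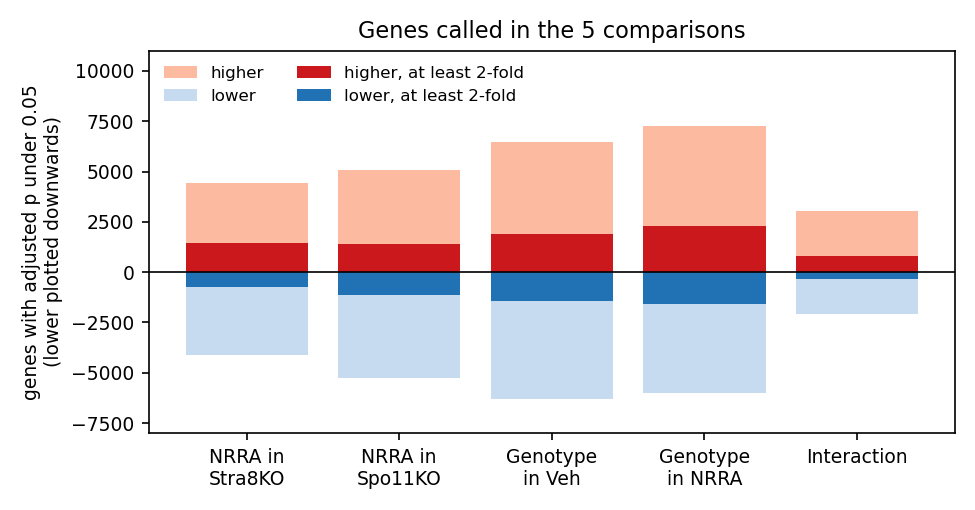
Number of genes with an adjusted p under 0.05 in the 5 comparisons, with higher genes above 0 and lower genes below it, and dark bars for those with a fold change of at least 2. The counts run from 5094 genes for the interaction to 13234 genes between the genotypes in NRRA.

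These genotype differences came with a shift in markers of the feeder layer. All 16 fibroblast markers were called higher in Stra8KO in both media, with median log2 fold changes of 0.98 (spread 0.02) in Veh and 1.01 (spread 0.02) in NRRA. Xist, which is transcribed from the inactive X chromosome of female cells, was higher by 1.11 and 0.99 (log2). All 8 pan-germ genes were called lower, with medians of -1.04 (spread 0.03) and -1.17 (spread 0.02). The fibroblast markers took 2.79% and 2.86% of the counts in Stra8KO Veh against 1.54% and 1.54% in Veh libraries labelled Spo11KO. In NRRA their mean share was 4.39% in Stra8KO and 2.57% in the libraries labelled Spo11KO.

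**Figure D3:**
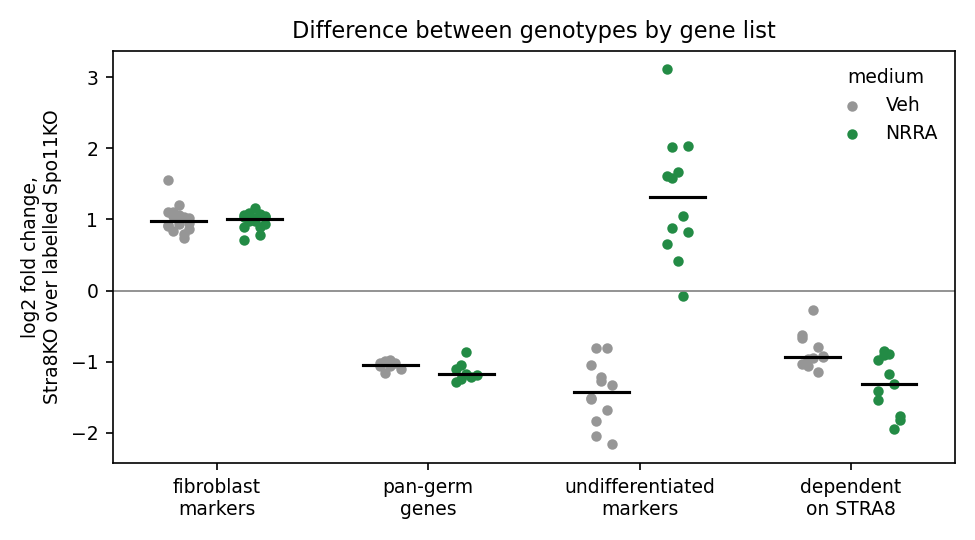
Log2 fold change of Stra8KO over libraries labelled Spo11KO for each gene of 4 lists, in Veh (grey) and NRRA (green), with a line at the list's median. Fibroblast markers lie near 1 in both media and pan-germ genes near -1, while the undifferentiated markers go from a median of -1.42 in Veh to 1.31 in NRRA.

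The interaction asked directly whether the NRRA effect differed between genotypes. It was called for 5094 genes (24.7%), 3014 with the higher value in Stra8KO and 2080 with the lower. Of these, 1158 had an interaction of at least 2-fold, 800 higher and 358 lower. With total counts the higher share went from 59.2% to 38.7%, and the median interaction of all genes moved by -0.09. The highest values were those of Pcdh12 (5.78, SE 0.373), Sall3 (5.09, SE 0.105) and Btbd17. Pcdh12 had only 2 and 10 counts in the NRRA libraries labelled Spo11KO. When each library was left out in turn, its interaction ranged from 5.06 to 7.14. Its difference between genotypes after NRRA then ranged from 4.29 to 6.37. Sall3 (chromosome 18, 80966376 to 80986771) had 97.6 ± 3.77 CPM (SD, n = 2) in Veh and 3.32 ± 0.172 CPM (SD, n = 2) in NRRA in the cultures labelled Spo11KO. In Stra8KO it had 64.6 ± 3.06 and 75.1 ± 1.23 CPM (SD, n = 2). For Btbd17 the fitted 7.79 rests on a group at the floor and is no measure of size. The lowest values were those of Lhx8 (-4.06, SE 0.669), Ccno (-3.22, SE 0.357) and Osbp2 (-3.07, SE 0.344).

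The early meiosis genes were those that the study clustered on wild-type libraries, and 163 were tested. In Stra8KO their median changed under NRRA by 0.12 (spread 0.02; 54 called higher, 29 lower; camera adjusted p 0.0452). The correction for GC content and length moved it most, to 0.064, where the adjusted p was 0.109. In the cultures labelled Spo11KO the median was 0.17 (spread 0.01; 83 higher, 24 lower; camera adjusted p 8.27e-04), or 0.25 without replicate 2 of the Veh libraries. Adjusted over the list alone, the calls were 55 and 32 in Stra8KO and 86 and 24 in the cultures labelled Spo11KO. The median between the genotypes was -0.68 in Veh (15 higher, 124 lower) and -0.75 in NRRA (13 higher, 137 lower), with camera adjusted p values of 9.8e-13 and 1.18e-16. Adjusted over the list alone, these were 16 and 126 in Veh and 13 and 137 in NRRA. The pan-germ genes differed by more, with medians of -1.04 in Veh and -1.17 in NRRA. A lower germ-cell share of RNA in Stra8KO could therefore give these falls without lower expression per germ cell. The interaction had a median of -0.055 (spread 0.012; 22 higher, 27 lower; camera adjusted p 0.0425), with 22 and 28 calls when adjusted over the list alone. It ranged from -0.16 to -0.040 when each library was left out in turn. Among the libraries labelled Spo11KO, it was -0.16 without Veh replicate 2, -0.13 without NRRA replicate 1 and -0.15 without NRRA replicate 2. It lost its call under the GC and length correction.

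Among the 11 genes that the study's text named as dependent on STRA8, the median rose by 0.61 (spread 0.16) in the cultures labelled Spo11KO, where all 11 were higher and 10 were called (camera adjusted p 5.01e-05). M1ap, the gene without a call, changed by 0.12 (log2, SE 0.0590, edgeR adjusted p 0.0978), or by 0.18 without Veh replicate 2 and 0.20 without NRRA replicate 1. In Stra8KO the median rose by 0.38 (spread 0.10), with 6 called higher and none lower (camera adjusted p 0.0883), or 1 lower at an unadjusted p under 0.05. The interaction had a median of -0.50 (spread 0.10; 7 lower; camera adjusted p 8.27e-04). All of these counts were the same when adjusted over the list alone. Sycp3 rose by 2.16 (log2, SE 0.0824) in the cultures labelled Spo11KO and by 1.01 (log2, SE 0.122) in Stra8KO. Smc1b rose by 0.74 (log2, SE 0.0582) in the former and changed by -0.10 (log2, SE 0.0686) in the latter. By contrast, Hormad1, Sycp1 and Sycp2 rose in both genotypes, by 0.86, 0.38 and 0.62 (log2) in Stra8KO, with interaction adjusted p values of 0.512, 0.616 and 0.838 from edgeR. The sign of the interactions of Sycp1 and Sycp2 changed with total-count scaling.

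**Figure D4:**
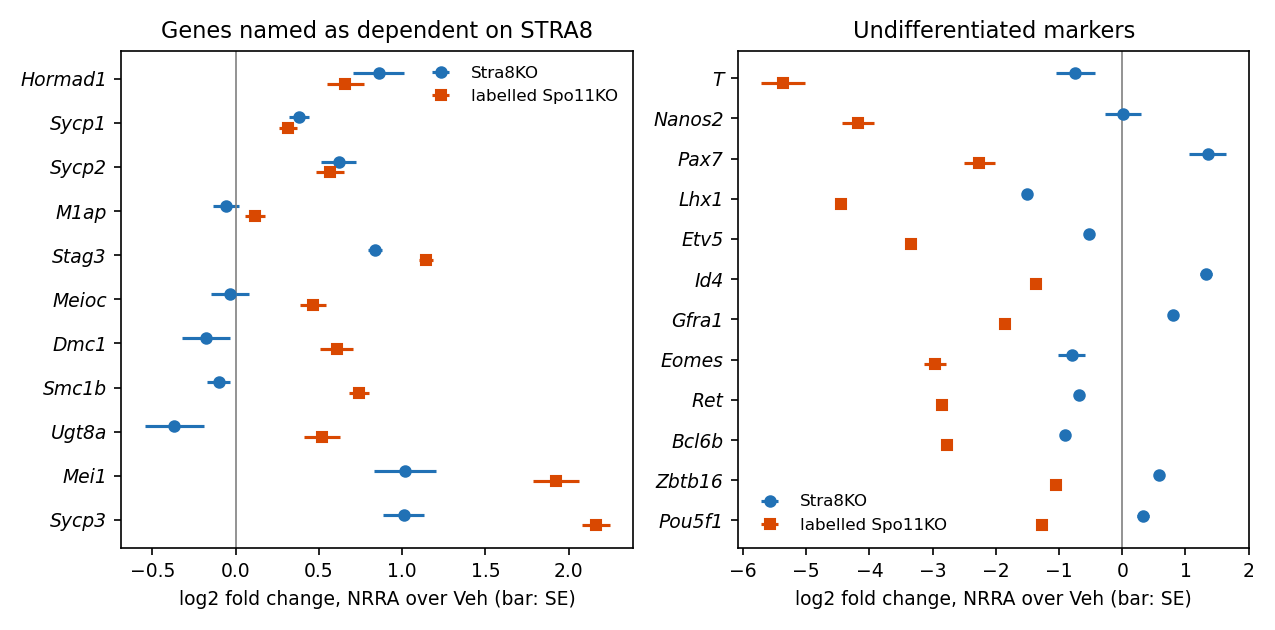
Log2 fold change of NRRA over Veh, with its standard error, for the genes named as dependent on STRA8 (left) and the undifferentiated markers (right), in Stra8KO (circles) and cultures labelled Spo11KO (squares). All 12 undifferentiated markers fell in the cultures labelled Spo11KO, whereas in Stra8KO 5 were called higher and 6 lower.

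The 12 undifferentiated markers included 7 that the study named, some of them picked on these libraries, so that calls adjusted over the list alone are not independent evidence. All 12 were called lower under NRRA in the cultures labelled Spo11KO, with a median of -2.81 (spread 0.06; camera adjusted p 1.86e-10). In Stra8KO the median was -0.26 (spread 0.12), or -0.15 without replicate 1 of the NRRA libraries, and 5 were called higher and 6 lower (camera adjusted p 0.621). All 12 had a called, positive interaction, with a median of 2.67 (spread 0.10; camera adjusted p 1.2e-14). These counts were the same when adjusted over the list alone. Gfra1 fell by 1.85 (log2, SE 0.0516) in the cultures labelled Spo11KO and rose by 0.80 (log2, SE 0.0507) in Stra8KO. Etv5 changed by -3.34 and -0.53 (log2) in the same order.

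The 11 transcription factor genes that the study described as raised by nutrient restriction had medians of 0.41 (spread 0.12) in Stra8KO and 0.38 (spread 0.09) in the cultures labelled Spo11KO. In Stra8KO 8 were called higher and 0 lower, also 0 at an unadjusted p under 0.05, and in the other cultures 6 were called higher and 1 lower, with camera adjusted p values of 0.00165 and 0.00616. Adjusted over the list alone, the calls were 8 higher in Stra8KO, and 8 higher and 1 lower in the cultures labelled Spo11KO. Pou2f2 was the gene called in opposite directions, at 0.41 and -0.33 (log2). The 9 retinoic acid response genes rose by medians of 3.45 (spread 0.09; all 9 called) and 2.46 (spread 0.08; 8 called), with camera adjusted p values of 1.42e-08 and 2.48e-07. These counts were the same when adjusted over the list alone. Rarb rose by 5.46 and 5.60 (log2) and Kit by 5.09 and 5.96 (log2). Of the 13 set tests past the threshold, 13 were past it under fry, and 6 under camera with an estimated correlation. These 6 included the early meiosis genes between genotypes in both media, where a lower germ-cell share of RNA could account for the falls. The others were the retinoic acid response genes in both genotypes, and the undifferentiated markers in the cultures labelled Spo11KO and in the interaction.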

Values the study reported

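The study assembled 194 early meiosis genes and reported that 165 of them were differentially expressed among its treatments of wild-type cultures. It described 120 transcription factor genes as raised by nutrient restriction, and singled out 11 of them.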

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

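The results here were singled out because the NRRA effect differed between Stra8KO and the cultures labelled Spo11KO in a test of the interaction. The tests of explanations in this part were chosen after the results had been seen. Directions that involve the cultures labelled Spo11KO rest on a label that the gene counts did not check.

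The interaction was called for 5094 genes. A few genes taking most of the counts are argued against, since the 10 largest genes held at most 5.99% of any library. Feeder cells that responded differently in the cultures are argued against as the whole source. Among abundant genes with the vehicle difference of the fibroblast markers, the NRRA effects of the genotypes had a Pearson correlation of 0.963 across 1764 genes. Among 849 genes with the vehicle difference of the pan-germ genes it was 0.541. The interaction was called for 24.4% of the former genes and 49.1% of the latter, so a part from feeder cells stays open. Also open is a difference between the cell cultures other than the targeted gene. The study describes its sequencing replicates as independent and biological, without saying whether each genotype had more than 1 separately derived culture. The duplicates varied by 3.39%, which does not settle it, so genotype and culture cannot be told apart here. An effect of the genotype itself stays open and untested beyond this comparison.

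The genes named as dependent on STRA8 had an interaction median of -0.50. Called members were Dmc1 (-0.78), Mei1 (-0.91), Smc1b (-0.84), Stag3 (-0.30), Sycp3 (-1.15), Ugt8a (-0.89) and Meioc (-0.50). For dilution by feeder RNA, ratios of CPM changes were set against the pan-germ ratio of levels after NRRA, whose lowest value was 0.410. The list's median ratio was 0.168, and 7 of 11 genes lay below 0.410. The other 4, looked at after their values were seen, were Hormad1, Stag3, Sycp1 and Sycp2, with ratios of 0.672, 0.410, 0.641 and 0.581. These ratios do not decide, because the pan-germ ratio was 0.487 in Veh and 0.443 in NRRA. With such a shift, dilution alone can take a ratio of changes below 0.410. For genes that feeder cells do not express, dilution alone would give the log2 interaction of the pan-germ genes. That interaction ran from -0.27 to 0.19. The list's median and its called members lay below that range, Stag3 narrowly, and the uncalled members did not. This argues against dilution alone for called members that feeder cells do not express, and feeder expression was not measured. In Veh, Meioc (-1.03) lay inside the pan-germ range of -1.15 to -0.97, and Smc1b (-0.92) and Ugt8a (-0.93) lay near it. Mei1 (-0.27), Dmc1 (-0.63), Stag3 (-0.67) and Sycp3 (-0.79) lay above it. Some feeder expression is possible for these 4 genes, so dilution alone stays open for them. Removing GC and length trends left the median at -0.43 with the call. Thinning all libraries to the smallest library total left -0.40 (camera p 9.13e-04). Trends of that kind and library size are therefore argued against as the whole source. Under an estimated correlation the set test was not past the threshold, so the evidence for the list as a set depends on that choice. A role of Stra8 in these changes remains a hypothesis, as culture and genotype are confounded.

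The undifferentiated markers had an interaction median of 2.67, and all 12 members were called. Their values were 2.65 for Gfra1, 2.82 for Etv5, 1.63 for Zbtb16, 1.60 for Pou5f1, 4.19 for Nanos2 and 2.16 for Eomes. They were 2.70 for Id4, 2.95 for Lhx1, 1.86 for Bcl6b, 2.16 for Ret, 4.62 for T and 3.62 for Pax7. The median ratio of CPM changes was 0.0703 and all 12 genes lay below 0.410, a bound with the limit given above. All 12 interactions, the lowest 1.60, also lay above the pan-germ interactions of -0.27 to 0.19. Of the 12 genes, 5 were called higher in Stra8KO and lower in the cultures labelled Spo11KO. Dilution by feeder RNA does not allow this for genes that feeder cells do not express. Expression of these markers by feeder cells was not measured. The GC and length correction gave a median of 2.67, and thinned libraries also gave 2.67. These tests argue against GC or length trends and library size. They argue against feeder share only for markers that feeder cells do not express. A difference between the cultures other than the targeted gene stays open, as does an effect of genotype on the exit from the undifferentiated state.

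The early meiosis genes had an interaction median of -0.055, with members called in both directions. It was -0.10 without the call after the GC and length correction, and among the libraries labelled Spo11KO it was -0.16 without Veh replicate 2, -0.13 without NRRA replicate 1 and -0.15 without NRRA replicate 2. Its size is close to the shifts that scaling produces, so it is not interpreted further.

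The named genes with the largest interactions were Btbd17 (7.79), Pcdh12 (5.78), Sall3 (5.09), Lhx8 (-4.06), Ccno (-3.22) and Osbp2 (-3.07). The value of Btbd17 rests on a group at the floor, and that of Pcdh12 on a group with 2 and 10 counts. All 6 had the same direction and call in each of the alternatives that tested them. No explanation specific to these genes was tested.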

How the results depend on the processing

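Of 105 results for single genes, 98 kept their direction and their side of the threshold under all alternatives with a test. The counts of called genes stayed within 1.5 times under the alternatives of scaling, filter, test, libraries and block. DESeq2 called 6904, 8324, 11004, 11286 and 3629 genes in the order of the report's comparisons, with an undefined adjusted p for 2395 genes in the interaction.

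Requiring a 2-fold change as well as the call gave 2175 genes for NRRA in Stra8KO, 2556 in the cultures labelled Spo11KO, 3331 between genotypes in Veh, 3844 in NRRA and 1158 for the interaction. The number of genes with a fitted change above 2-fold, with no test, was 2625, 2900, 3813, 4162 and 2276 in that order. Without a filter on low counts it was 12337, 12723, 13710, 14638 and 15987, since 39921 genes were then fitted in place of 20588.

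Scaling to total counts moved the median of all genes by -0.21 between genotypes in NRRA, by -0.11 in Veh, by 0.09 for NRRA in the cultures labelled Spo11KO and by -0.09 for the interaction. The higher share of calls went from 54.7% to 39.5%, from 50.6% to 41.8%, from 49.2% to 61.8% and from 59.2% to 38.7%. Without a filter the interaction's share was 46.3%. Small list medians therefore depend on the scaling.

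The early meiosis median in Stra8KO lost its call with size factors (0.088), with only the 4 libraries (0.11), under an estimated correlation (0.12), and under the GC and length correction (0.064), with adjusted p from 0.052 to 0.155. Under an estimated correlation, calls were also lost for this list in the cultures labelled Spo11KO (0.17) and in the interaction (-0.055), for the genes named as dependent on STRA8 in those cultures (0.61) and in the interaction (-0.50), and for the transcription factor genes (0.41 and 0.38). The GC and length correction, chosen after seeing the data, also removed the calls of the early meiosis interaction (-0.10) and of the transcription factor genes in the cultures labelled Spo11KO (0.28). The genes named as dependent on STRA8 gained a call in Stra8KO without a filter (0.37) and under fry (0.38). The cause was not tested.

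The replicate numbers were not taken to pair the samples across the 4 groups. Deviations of same-numbered libraries correlated by 0.0254 between media in Stra8KO, by -0.00043 between genotypes in Veh and by -0.102 in NRRA. Between media in the cultures labelled Spo11KO the correlation was 0.225, so pairing there is not excluded. A replicate block called 8509, 10308, 12743, 13223 and 5075 genes, and a block within genotype called 9157, 10889 and 5883 for NRRA in each genotype and the interaction. The early meiosis median in Stra8KO was 0.12 and 0.11 in these fits, without the call. With the block and the GC and length correction together it was 0.065, the early meiosis interaction -0.10 and the transcription factor genes 0.28 in the cultures labelled Spo11KO, also without calls. No other list call changed under the block, and 1 call of a single gene did, that of T below.

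Under alternatives with a test, signs changed for 3 single-gene results that were not called in any of them. Nanos2 in Stra8KO was 0.013 and became -0.014 with size factors, -0.013 with DESeq2, -0.0018 without a filter, -0.046 with the GC and length correction and -0.056 with the block added. The interactions of Sycp1 (0.067) and Sycp2 (0.053) became -0.027 and -0.041 with total counts, and that of Sycp2 -0.010 without a filter. The cause was not tested. For single genes there were 12 other changes, 9 stronger and 3 weaker. The 3 weaker ones were all of the undifferentiated marker T in Stra8KO (-0.74, adjusted p 0.0477). It lost its call under the additive replicate block (adjusted p 0.0534), without a filter (0.0688) and with DESeq2 (0.110), and 5 markers of that list rather than 6 were then called lower. With the GC and length correction, with or without the block, calls were gained by M1ap in the cultures labelled Spo11KO and in the interaction and by Smc1b in Stra8KO. M1ap also gained both calls with total counts, and the first without a filter.

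Leaving out each library in turn left an arm with 1 library and gave values without a test. In Stra8KO under NRRA, Nanos2 ranged from -0.17 to 0.17, M1ap from -0.15 to 0.041, Smc1b from -0.23 to 0.021 and Meioc from -0.11 to 0.043. M1ap ranged from 0.12 to 0.20 in the cultures labelled Spo11KO. Interactions ranged from 0.15 to 0.54 for Spo11, from -2.84 to 1.32 for Stra8, which was at the floor in 1 group, from -0.037 to 0.35 for Hormad1, from -0.075 to 0.15 for Sycp1 and from -0.19 to 0.21 for Sycp2. The early meiosis median ranged from 0.098 to 0.13 in Stra8KO, from 0.16 to 0.25 in the cultures labelled Spo11KO, from -0.71 to -0.66 between genotypes in Veh, from -0.85 to -0.73 in NRRA and from -0.16 to -0.040 in the interaction. The genes named as dependent on STRA8 ranged from 0.49 to 0.83 in the cultures labelled Spo11KO and from -0.65 to -0.42 in the interaction. The undifferentiated markers ranged from -2.78 to -2.68 and from 2.51 to 2.73, the transcription factor genes from 0.35 to 0.55 and the retinoic acid response genes from 2.52 to 2.54 in the same cultures. Part of this came from scaling: without replicate 2 of the Veh libraries labelled Spo11KO, the median of all genes moved by 0.068 for NRRA in those cultures and by -0.083 for the interaction. These values of the early meiosis median, 0.25 and -0.16, came from the same fit.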

Other observations

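Of the 21 tests of explanations in the closing section, 4 were written before their results were seen, those of passenger DNA, of feeder fibroblasts after NRRA, of the amino acid response and of a differing interferon response. The other 17 were chosen afterwards.

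The genotype differences followed the cell types of the culture. After NRRA all 16 fibroblast markers were higher in Stra8KO, and Xist moved with them by 0.99 (log2). No other list used here holds any of these markers, and how many of them germ cells express was not measured. The most abundant after NRRA, Col1a1, Fn1 and Col1a2, had 11431, 7869 and 7560 CPM in Stra8KO, against 5792, 3905 and 3848 CPM in the libraries labelled Spo11KO. In Veh, all 8 pan-germ genes were lower, by a median of -1.04 and within a range from -1.15 to -0.97, while all 16 fibroblast markers were higher. A candidate explanation for much of the difference is a higher feeder share of RNA in Stra8KO. The share of all counts taken by the fibroblast markers was 1.84-fold that of the libraries labelled Spo11KO in Veh and 1.71-fold in NRRA, and their median fold changes after TMM scaling were 1.98 and 2.02. Macrophage markers had a median of 0.95 in Veh (0.90 with genes at the floor set to their bound), with 2 of 8 called higher, and 0.91 in NRRA, with 5 of 8 called higher. The sex-linked list had medians of -0.20 in Veh and -0.23 in NRRA and went both ways, since in both media Eif2s3y, Kdm5d and Uty were called lower while Xist and Ddx3y were higher, Ddx3y without a call in NRRA. Under NRRA itself, the fibroblast markers had medians of 0.72 in Stra8KO and 0.71 in the cultures labelled Spo11KO, with members called both ways. The medians were 0.27 and 0.023 for the macrophage markers, -0.075 and 0.044 for the sex-linked genes, and 0.13 and 0.17 for the pan-germ genes.

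Feeder share did not account for all of the difference in Veh. The undifferentiated markers had a median of -1.42, below the lowest pan-germ gene, and 9 of the 12 lay below it. This argues against dilution as the whole source. A difference between the cultures and an effect of the genotype both stay open and were not tested. Passenger DNA around the targeted loci showed no excess of calls. The windows of 20 Mb held 271 and 375 genes, too few to be a main source of 12791 differences at any rate. With 62.1% of genes elsewhere called, a local effect on a few genes would not show, so it stays open. Genes within 20 Mb of Stra8 were called in Veh as often as genes elsewhere (61.3% against 62.1%, odds ratio 0.963, Fisher's exact test p 0.801), and so were those near Spo11 (62.9%, odds ratio 1.04, Fisher's exact test p 0.788).

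Spo11 in Veh differed between genotypes by -1.07, inside the range of the pan-germ genes. Feeder share is a candidate explanation for that difference. After NRRA, Spo11 differed by -0.66 (SE 0.183), outside the pan-germ range of -1.29 to -0.86 by less than 2 SE. Without NRRA replicate 2 labelled Spo11KO it was -0.91, inside that range. Feeder share was therefore neither borne out nor excluded for Spo11 after NRRA. Exchanged genotype labels are argued against by Stra8, which reached 519 CPM in the libraries labelled Spo11KO after NRRA. Whether the targeted Spo11 allele leaves a transcript that the counting includes was not tested, because exon-level counts were not used here.

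Stra8 transcript remained in Stra8KO after NRRA at 1.54% of the level in the libraries labelled Spo11KO. Reads from the latter could have entered the former. A mixture would be excluded by abundant genes below that share. Among 8524 genes with at least 20 CPM in the libraries labelled Spo11KO, 0 were below it and the lowest level was 13.6% (Evpl), so a mixture and transcript from the targeted allele cannot be told apart.

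The interferon-stimulated genes rose under NRRA in both genotypes, by medians of 1.33 in Stra8KO and 1.02 in the cultures labelled Spo11KO, with 10 of 10 called in each. The hypothesis that this response differed between the genotypes was left open, since the interaction median was 0.12 (spread 0.12), with 9 members positive and 2 called. Between genotypes the list was higher in Stra8KO by 0.96 in Veh and 1.12 in NRRA, inside the range of the fibroblast markers in Veh (0.73 to 1.55). That is consistent with transcripts that come mostly from feeder cells. It was a fixed list of 10 genes, and expression by germ cells was not measured.

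Restriction of amino acids might have raised the amino acid response genes in both genotypes. As a set they did not rise: in the cultures labelled Spo11KO the median was -0.24, with 3 of 9 called higher and 4 lower, and in Stra8KO it was 0.053, with 4 called higher and 3 lower. Ddit3 rose in both (by 1.29 in Stra8KO and 0.86 in the cultures labelled Spo11KO), while Slc7a11 fell in both (log2 -2.50 in Stra8KO and -1.68 in the cultures labelled Spo11KO). Phgdh was called in opposite directions, at 0.34 in Stra8KO and -1.19 in the cultures labelled Spo11KO (log2). The list's interaction had a median of 0.20 (spread 0.11), with 5 members called higher and 1 lower.

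Trim12a was the only tested gene with at most 3 counts in all 4 libraries of one genotype and at least 30 in all 4 of the other. A variant between mouse strains in a chromosome segment is a candidate explanation. Of the 11 tested genes within 1 Mb, 0 differed 4-fold in Veh, called or not, while 9 were called at any size. Elsewhere 1.21% of genes were called with a 4-fold difference (Fisher's exact test p 1). The window is too small to decide, so a segment of another strain, a variant in Trim12a alone and reads that moved to Trim12c cannot be told apart.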
